# Low-cost, Low-bias and Low-input RNA-seq with High Experimental Verifiability based on Semiconductor Sequencing

**DOI:** 10.1038/s41598-017-01165-w

**Published:** 2017-04-21

**Authors:** Zhibiao Mai, Chuanle Xiao, Jingjie Jin, Gong Zhang

## Abstract

Low-input RNA-seq is powerful to represent the gene expression profiles with limited number of cells, especially when single-cell variations are not the aim. However, pre-amplification-based and molecule index-based library construction methods boost bias or require higher throughput. Here we demonstrate a simple, low-cost, low-bias and low-input RNA-seq with ion torrent semiconductor sequencing (LIEA RNA-seq). We also developed highly accurate and error-tolerant spliced mapping algorithm FANSe2splice to accurately map the single-ended reads to the reference genome with better experimental verifiability than the previous spliced mappers. Combining the experimental and computational advancements, our solution is comparable with the bulk mRNA-seq in quantification, reliably detects splice junctions and minimizes the bias with much less mappable reads.

## Introduction

With the increasing precision of biological research, low-input RNA-seq have been shown its power in revealing gene expression of limited number of cells. RNA-seq of 50~400 cells yielded an *R* ^2^ > 0.9 against bulk RNA-seq, thus can represent the population^1, 2^, which is sufficient and cost-efficient in the studies where single-cell variations are not the aim. However, the low input of less than 100 pg polyA + mRNA (equivalent to ~1000 human cells) is difficult for library construction using any conventional library construction methods. To tackle this hindrance, intensive amplification was necessary in previous approaches^3^. However, the sequence-specific bias is also exponentially amplified, resulting in a loss of linearity to the bulk RNA-seq^4^. A useful idea to compensate the bias is to label each transcript with random tags^5, 6^. Identical tag refers to the same transcript, thus eliminates the amplification bias. However, the sequencing throughput needs to be elevated to adequately sequence the fragments with low amplification efficiency, and the tag can be added only to the 3′-end^6^ or 5′-end^5^, thus is unable to cover the entire transcript. Using poly-dT to reverse transcribe polyA + mRNA is possible to generate full-length cDNA^4^. However, it cannot be applied to polyA- non-coding RNA analysis, and the 3′-end bias cannot be eliminated. Therefore, a simple and low-bias method for such low-input RNA-seq is highly appreciated in the community.

In another aspect, the experimental validity of the RNA-seq results is still to be improved: the tiny amount of input RNA is consumed in the sequencing experiment, leaving little chance for experimental validation. This necessitates extremely accurate and robust algorithms to minimize the false positives and false negatives. It has been shown that different aligners performed dramatically different in experimental verifiability^7–9^, especially in detecting splice variants: the junction detection sensitivity of the mainstream splice mappers can be as low as 65.36%^9^.

To systematically solve these two problems, we developed a low-cost, low-bias low-input RNA-seq process with high experimental verifiability combining experimental and computational approaches.

## Results

### Reducing bias using Low-Input, Equal-Amplification (LIEA) method

The Equal-Amplification strategy is designed to minimize 3′-bias and sequence-specific amplification bias. To avoid 3′-bias, the input polyA + mRNA was randomly fragmented, and the adapters were ligated to the fragments. cDNA library was then generated by reverse-transcription. To minimize the amplification of sequence-specific bias, PCR amplification of the cDNA library was performed for limited 18 cycles. Then we took the advantage of the Ion Torrent sequencing technology to amplify each library molecule on separate beads independently in One Touch device. After enough PCR cycles, each library molecule was equally amplified to saturation level (Fig. 1A). Therefore, no bias was introduced in this step, i.e. the total bias would be no greater than high-input protocols. Compared to the index-based molecule counting method, our low-input method should achieve the same linearity with much lower throughput because an easy-to-amplify fragment will result in multiple reads in the molecule counting method.

**Figure 1:**
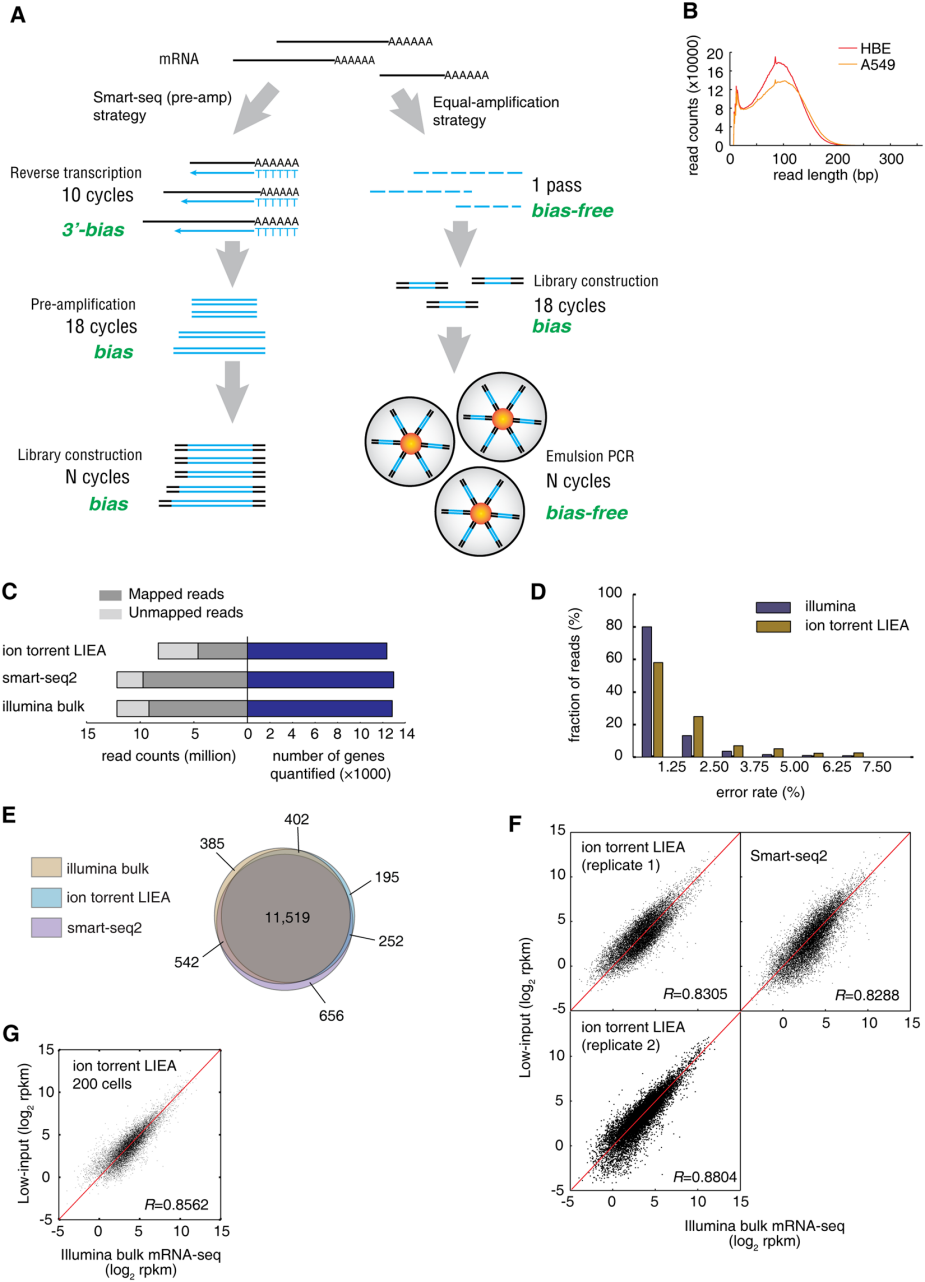
Low-input and low-bias ion torrent mRNA-seq. (**A**) Principle of the ion-torrent LIEA method and comparison to the smart-seq (pre-amplification) strategy. (**B**) Read length distribution of ion-torrent low-input mRNA-seq. (**C**) Comparison of the total read count, mapped read count and number of genes quantified by ion torrent LIEA method, smart-seq2 and Illumina bulk RNA-seq, for HBE cell line. (**D**) Error rate distribution of two platforms. An error is defined as a mismatch or indel nucleotide when aligned to the reference sequence. (**E**) Overlap of quantified genes of the three methods. (**F**) Comparison of the gene expression quantification using two low-input methods against Illumina bulk mRNA-seq, all for HBE cells. Ion torrent LIEA method was carried out twice as biological replicates. (**G**) Comparison of the gene expression quantification using LIEA method with 200 cells as starting material and Illumina bulk mRNA-seq.

We directly utilized the Ion OneTouch2 system to perform this bead-based emulsion PCR process as one step in the Ion Torrent sequencing. The positive beads (with the amplified fragments) can be enriched and directly loaded into the sequencing chip. This means that our approach does not create any additional step compared to the conventional bulk mRNA-seq when using semiconductor sequencing.

### LIEA RNA-seq quantitatively reproduced bulk mRNA-seq results

We applied this LIEA strategy on human mRNA samples from ~10 pg polyA + mRNA (equivalent to mRNA in 50~100 cells, diluted from bulk mRNA) of HBE and A549 cell lines, respectively. 

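The values used here come from 3 libraries, each made from about 10 pg of polyA+ mRNA. They are LIEA of HBE, a human bronchial epithelial cell line, LIEA of A549, a lung adenocarcinoma cell line, and Smart-seq2 of HBE. In LIEA, 18 cycles of PCR amplified the cDNA library. In Smart-seq2, 18 cycles amplified the cDNA before the library was constructed. Each condition had 1 library, so there are no replicates and no difference between libraries below has a replicate check. The bulk mRNA-seq, the library from isolated cells and the second LIEA replicate were not analysed here. The authors mapped the reads with FANSe2 to RefSeq-RNA, merged the splice variants of a gene and deposited log2 rpkM per gene. The deposited values list genes below the 10-read criterion for quantified genes, so that criterion was applied here. Since rpkM is the number of reads divided by the transcript length and the total, the totals and the reads per gene were worked out from the values. All 18856 genes listed in at least 1 library gave whole reads (100%), with totals of 4605855 reads for LIEA of HBE, 4154060 for LIEA of A549 and 9845150 for Smart-seq2 of HBE. A gene's reads and length are known up to a common whole factor, which was chosen by comparison with the annotated transcript lengths. In simulated data with known reads, 95.9% of the genes had their reads recovered exactly. The simulated data were made from the recovered lengths and reads, so this share does not measure accuracy on the deposited values. The smallest share that these totals can show, set at 3 reads, is 0.651 reads per 1000000 mapped reads for LIEA of HBE, 0.722 for LIEA of A549 and 0.305 for Smart-seq2. Intervals and floors cover counting error only, because reads made by PCR are not independent molecules.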

The sequencing data was compared with the bulk mRNA-seq data^10^ and Smart-seq2 method^11^ with the same starting materials.

The LIEA method generated an average read length with ~87 nt (Fig. 1B), remarkably shorter than the nominated 200 nt read length of the sequencer, due to the extremely low starting material so that the mRNA was over-fragmented. Ion torrent Proton P1 chip yielded 18.3 M and 16.5 M reads for HBE and A549 cells, respectively. However, half of the ion torrent reads contain low quality nucleotides (Phred score <10) in the first 42 nucleotides and thus were excluded from further analysis. For the HBE dataset, 8.32 M high quality reads were subjected to read mapping (Fig. 1C).

The higher error rates of the ion torrent LIEA method challenges the mapping algorithm on the error tolerance and the accuracy. Therefore, we used the experimentally verified and highly accurate FANSe2 algorithm^7^ to map the reads to human RefSeq-RNA reference sequences. 55.3% of the ion torrent LIEA reads were mapped to the transcriptome references (Fig. 1C), much lower than the Illumina datasets (80.0% for Smart-seq2 and 75.5% for bulk mRNA-seq datasets), due to the higher error rates of the ion torrent sequencer (Fig. 1D). Nevertheless, with only half number of the mapped reads, our LIEA RNA-seq approach quantified almost same number of expressed genes as the normal input RNA-seq (Fig. 1C), providing a solid basis for further analyses. 

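The total recovered from the deposited values of LIEA of HBE was 4605855 mapped reads. This was 55.4% of the number of high quality reads stated for this dataset. The total of the Smart-seq2 library was 9845150 mapped reads, 2.14 times the LIEA total. The share of mapped reads was not computed for Smart-seq2, because the values do not carry the number of reads before mapping.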

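With at least 10 reads as the criterion, LIEA of HBE quantified 12357 genes and Smart-seq2 of HBE 12988 genes, while the LIEA total was 46.8% of the Smart-seq2 total. The median number of reads per quantified gene was 143 in LIEA and 237.5 in Smart-seq2. To compare the methods at equal depth, the Smart-seq2 reads were randomly thinned to the LIEA total in 100 draws. The thinned library quantified 11808 genes on average (SD 12.6 over draws), between 11770 and 11844. At the same number of mapped reads, LIEA thus quantified between 513 and 587 more genes than Smart-seq2. The draws describe the sampling of reads in 1 library and not the variation between libraries. The choice that moved the count of LIEA genes most was a criterion of at least 20 reads, with 11235 genes in LIEA and 11882 in Smart-seq2. With rpkM above 1 as the criterion in place of reads, the order of the methods reversed, with 12107 genes in LIEA and 11378 in Smart-seq2. In LIEA of A549, 12651 genes were quantified. The normal input RNA-seq of this comparison was not analysed here. In the simulated data, 50 genes of the LIEA library and 53 of the Smart-seq2 library fell on the wrong side of the 10-read criterion. In the deposited values, taking the smallest whole reads, an alternative chosen after seeing the data, gave 12252 genes in LIEA and 12841 in Smart-seq2.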

More than 90% of quantified genes (11,519 genes) by the three methods overlap (Fig. 1E), indicating the correctness of LIEA RNA-seq method. Indeed, the LIEA RNA-seq approach showed linear correlation to the bulk mRNA-seq throughout the entire dynamic range (*R* = 0.8305~0.8804 and 0.8237, respectively, Fig. 1F and Supplementary Fig. S1), comparable with the Smart-seq2 method (*R* = 0.8288). 

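Of the 3 methods compared, LIEA and Smart-seq2 of HBE were analysed here. They shared 11754 quantified genes. These were 95.1% of the LIEA genes (95% Wilson interval 94.7 to 95.5) and 90.5% of the Smart-seq2 genes (90.0 to 91.0). Of the 13591 genes quantified by at least 1 of the methods, 86.5% were quantified by both (85.9 to 87.0). LIEA alone quantified 603 genes, of which 479 had between 1 and 9 reads in Smart-seq2 and 124 were not listed there. Smart-seq2 alone quantified 1234 genes, of which 1080 had between 1 and 9 reads in LIEA and 154 were not listed. The genes quantified by a single method were low, with a median of 18 reads for LIEA and 19 reads for Smart-seq2, against a median of 154 LIEA reads for the shared genes. They also differed in GC content, with a median of 54.8% for LIEA alone, 46.2% for Smart-seq2 alone and 47.7% for the shared genes. With Smart-seq2 thinned to the LIEA total, 11229 genes were shared on average.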

In two biological replicates, the ion torrent LIEA RNA-seq method showed both high correlation to the bulk mRNA-seq, showing its reproducibility (Fig. 1F). We further isolated RNA directly from 200 cells of HBE cell line. The total RNA was below the quantification limit of Qubit and Nanodrop, and we estimated the total RNA yield as 198 ± 15 pg using qRT-PCR (Supplementary Fig. S2), among which the mRNA was less than 10 pg. mRNA was blindly extracted from the total RNA and subjected to LIEA method and lead to comparable result to the bulk RNA-seq (*R* = 0.8562, Fig. 1G).

### LIEA RNA-seq minimizes bias

We next assessed the bias created by the three approaches. 

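The quantified genes of LIEA of HBE had a mean rpkM of 33.8, with a 95% interval from 31.3 to 36.4 by resampling genes. Their median rpkM was 9.62, with a 95% order-statistic interval from 9.35 to 9.88. The intervals describe the spread over 12357 genes of 1 library and not the variation between libraries. The middle range of genes reached from 3.70 rpkM at the 25th percentile to 25.1 at the 75th, and 5.17% of the quantified genes were below 1 rpkM. The genes with the highest rpkM were GAPDH with 7193 rpkM, MIR6723 with 5042 and ACTB with 3960. The rank of MIR6723 rests on its recovered length of 89 nt. It had 2067 reads, against 49464 for GAPDH and 33049 for ACTB. The bulk mRNA-seq values were not analysed here.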

Compared with Illumina bulk mRNA-seq, the ion torrent LIEA approach yielded almost identical median rpkM and slightly higher mean rpkM for the quantified genes. In contrast, Smart-seq2 resulted remarkably higher mean rpkM but remarkably lower median rpkM (Fig. 2A). These results indicate that the Smart-seq2 created considerable bias towards high-abundance transcripts, while our LIEA approach performed closer to the bulk mRNA-seq. 

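In Smart-seq2 of HBE, the mean rpkM of the 12988 quantified genes was 37.002 (95% interval 33.1 to 41.8 by resampling genes) and the median rpkM was 7.10 (6.81 to 7.42, order statistics). The mean was 1.09 times the LIEA mean and their intervals overlapped. The median was 0.738 times the LIEA median and their intervals did not overlap. A larger share of the Smart-seq2 genes was low, with 14.2% below 1 rpkM against 5.17% in LIEA. The median depends on depth, because a deeper library passes the 10-read criterion at lower rpkM. With the Smart-seq2 reads thinned to the LIEA total, the Smart-seq2 median was 8.76 rpkM and its mean 40.6. Rescaled to a sum of 1000000 in each library (TPM), the mean was 80.5 for LIEA and 76.8 for Smart-seq2, an order that is set by the number of quantified genes because the sum is fixed. The highest rpkM in Smart-seq2 were MTRNR2L2 with 21817 rpkM, MTRNR2L8 with 7054 and ACTB with 6138. Without the 10 MTRNR2L genes, an alternative chosen after seeing the data, the mean was 34.2 in Smart-seq2 and 33.7 in LIEA. With Smart-seq2 also thinned to the LIEA total, its mean without these genes was 37.6. In these means the rpkM values kept totals that still count the MTRNR2L reads. Those reads were 3.84% of the Smart-seq2 total and 0.131% of the LIEA total. Totals without them would raise the Smart-seq2 mean more than the LIEA mean. The MTRNR2L transcripts found in the annotation were between 80.5 and 88.6% identical to the mitochondrial 16S rRNA.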

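The 100 genes with most reads held 23.95% of the mapped reads in Smart-seq2 of HBE (95% Wilson interval 23.92 to 23.98) and 18.7% in LIEA of HBE (18.6 to 18.7). The 10 genes with most reads held 8.99% in Smart-seq2 and 5.79% in LIEA. In LIEA of A549, the shares were 25.003% on 100 genes and 8.08% on 10 genes, and the mean rpkM was 36.8 (95% interval 32.7 to 41.9 by resampling genes). Its median rpkM was 8.55 (8.31 to 8.82, order statistics), between those of LIEA and Smart-seq2 of HBE, with intervals that overlapped neither. As a library of the other cell line, it does not measure the variation between libraries of HBE. Without the 10 MTRNR2L genes, an alternative chosen after seeing the data, the 100 genes held 21.4% of the remaining reads in Smart-seq2 and 18.7% in LIEA. The largest falls in LIEA against Smart-seq2 among genes with at least 100 reads in both were MTRNR2L9, MTRNR2L8 and MTRNR2L2, with log2 ratios of -5.42, -4.93 and -4.89. The largest rises were AGRN, NBEAL2 and FAM83H, with log2 ratios of 5.51, 5.03 and 5.00. The standard error of these ratios from counting alone was at most 0.13 on the log2 scale. ACTB had a log2 ratio of -0.63 and GAPDH of 0.73. The paper compares the mean and median rpkM of LIEA and of Smart-seq2, each with bulk mRNA-seq. It takes these results to indicate a bias of Smart-seq2 towards high-abundance transcripts, with LIEA closer to bulk mRNA-seq.

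**Figure D1:**
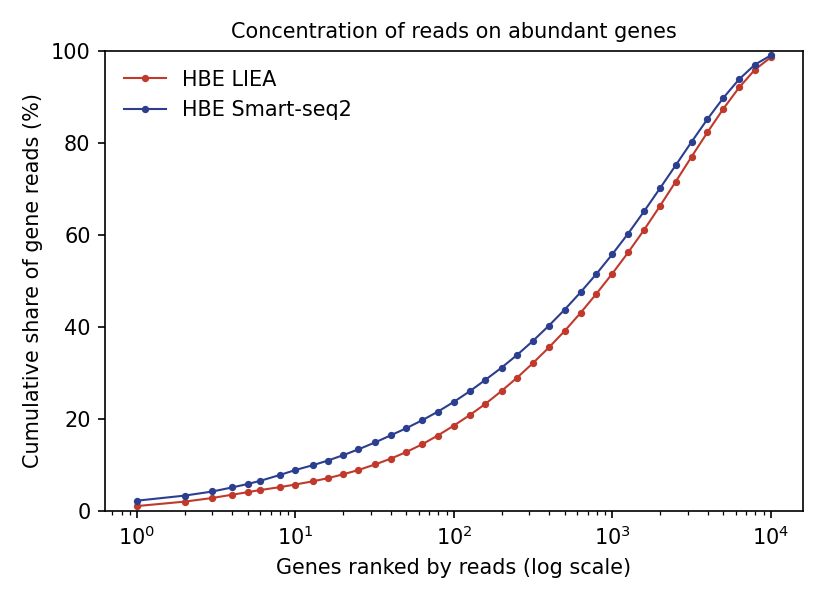
Cumulative share of the gene reads (%) against the number of genes ranked by reads (log axis) in LIEA and Smart-seq2 of HBE, 1 library each. At 100 genes the curves stand at 18.6% for LIEA and 23.7% for Smart-seq2.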

Our LIEA approach showed almost no GC bias, while Smart-seq2 and bulk mRNA-seq significantly biased towards low GC genes (Fig. 2B). 

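GC content was taken from the longest annotated transcript of 26704 RefSeq genes, and the fraction of genes detected at rpkM above 1 was computed in 10 bins, 2.5 points wide, of which the lowest is at 40% GC. In LIEA of HBE, the fraction was 0.468 in the lowest bin, 0.390 at its lowest and 0.535 in the highest bin. Its slope was 0.0113 per bin (permutation test over bins, two-sided, p = 0.0312, Benjamini-Hochberg adjusted p = 0.0936 over the 3 permutation tests). In Smart-seq2 of HBE, the fraction was 0.472 in the lowest bin, 0.364 at its lowest and 0.457 in the highest, with a slope of 0.00233 (permutation test, p = 0.579, adjusted p = 0.579). The slope of the difference, LIEA minus Smart-seq2, was 0.00895 per bin. It was not significant when the method labels were exchanged within bins (exact permutation test, two-sided, p = 0.0977, adjusted p = 0.146). The fraction was higher in LIEA in 9 of the 10 bins, and exchanging labels turns such a difference in level into variation of the slope, so this test has low power here. With detection at 10 or more reads the slope of the difference was 0.00670 (exact permutation test, p = 0.0273). When the difference was permuted over bins, a test chosen after seeing the data, p was 2e-05 (permutation test, two-sided). The choice of genes moved the slopes most. With protein-coding genes only, the slope was 0.000358 in LIEA (permutation test, p = 0.883) and -0.00862 in Smart-seq2 (permutation test, p = 0.00255), while the slope of their difference was 0.00898 (exact permutation test, p = 0.129). Bins are not replicate libraries. Across the 11600 genes quantified by both methods that have a GC value, 98.7% of those genes, the log2 ratio of LIEA to Smart-seq2 rpkM rose with GC content (Spearman rho 0.391). Genes are not independent replicates, so no p is given. The median log2 ratio was -0.66 for genes below 40% GC and 1.02 for genes at 60% GC and above.

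**Figure D2:**
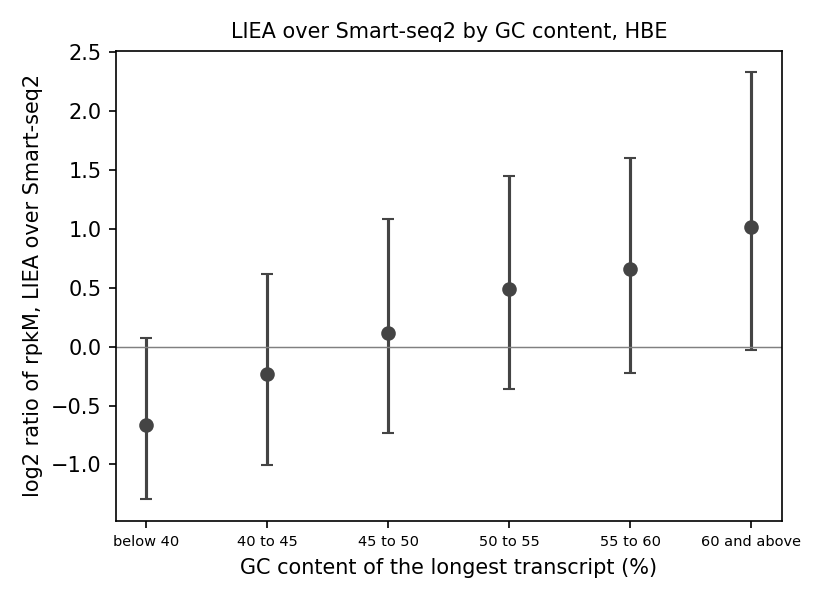
Median log2 ratio of LIEA to Smart-seq2 rpkM in HBE by GC content of the longest transcript (%), over genes quantified by both methods. Points are medians over genes and bars reach from the 25th to the 75th percentile. The medians rise from -0.66 below 40% GC to 1.02 at 60% and above.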

For short mRNAs <4 kb, both our approach and Smart-seq2 could reach 3′-bias-free coverage. For longer mRNAs, Smart-seq2 reads accumulated near the 3′-end of the mRNA, while our approach almost overlapped with the bulk mRNA-seq (Fig. 2C). The low 3′-bias resulted in a uniform read coverage and thus facilitates detection of splice junctions.

**Figure 2:**
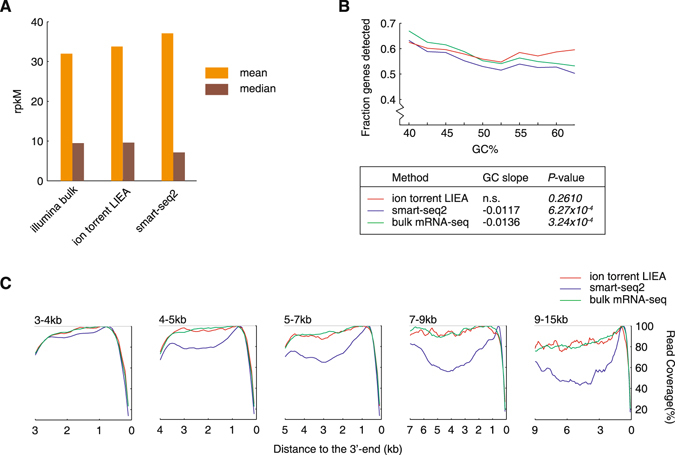
Sequence bias of the low-input methods. (**A**) The mean and median rpkM of quantified genes of the three methods. (**B**) GC bias of the two low-input method and bulk mRNA-seq. Genes with expression level of rpkM > 1 were included in the statistics. (**C**) 3′-end bias of the sequencing reads of the two low-input method and bulk mRNA-seq^4^. Genes were classified according to their lengths. Genes with expression level of rpkM > 1 were included in the statistics.

### Detecting splice junction using single read by the new algorithm FANSe2splice

To reliably detect splice variants from the single-end sequencing data and cope with higher error rate (Fig. 1D) and lower throughput of Ion Torrent sequencers (Fig. 1C), we developed a spliced mapping algorithm FANSe2splice based on our accurate and error-tolerant FANSe2 algorithm. As most other algorithms, FANSe2splice first aligns reads to reference transcriptome and genome sequences in an unspliced way. If the alignment fails, FANSe2splice then aligns the reads as a spliced-read: it allows two hotspots for one read (for details, please see Methods section). We also tested the currently widely-used spliced mappers TopHat2^12^, MapSplice2^13^ HISAT2^14^ and STAR^15^. In general, these algorithms mapped similar number of reads to the reference sequences (Fig. 3A). FANSe2splice identified remarkably more junctions than TopHat2 and HISAT2, while slightly less than MapSplice2 and STAR (Fig. 3B). Notably, the ion torrent low-input method resulted in 88.9% of the detected junctions using much less mappable reads when compared to the Illumina bulk mRNA-seq.

**Figure 3:**
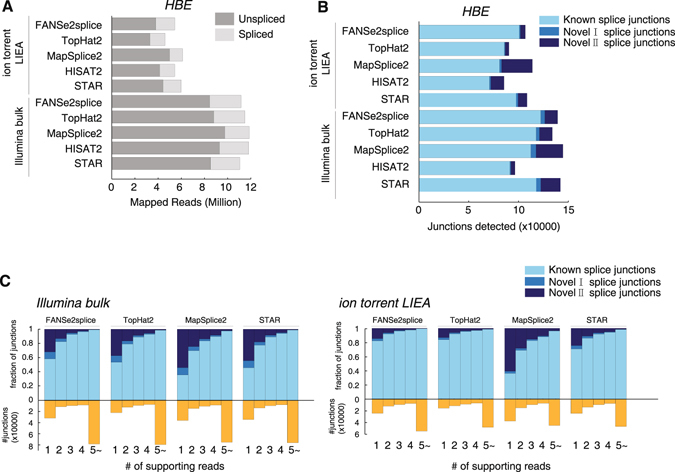
Detecting splice junctions from the ion torrent low-input sequencing dataset using FANSe2splice. (**A**) Comparison of the mapping performance of five algorithms (FANSe2splice, TopHat2, MapSplice2, HISAT2 and STAR) of the HBE mRNA-seq datasets. The mapped spliced reads are indicated as light gray. (**B**) Comparison of the detected junctions by the 5 algorithms. Known splice junctions are the junctions which are already annotated in the database. Novel I splice junctions are unannotated junctions for known genes. Novel II splice junctions are the junctions without any gene annotation. (**C**) The detected splice junctions supported by a number of supporting reads. HISAT2 did not give any read count information in the splice junction result, thus is not compared here.

Interestingly, FANSe2splice identified the most known splice junctions among all 5 algorithms (Fig. 3B), which implicated higher robustness of FANSe2splice. We then look deeper into the result, checking the number of supporting reads (i.e. the reads spanning the junction) for each identified splice junction. In both datasets for HBE cells, more than 95% of the junctions with at least 5 supporting reads were previously annotated (Fig. 3C). For Illumina bulk mRNA-seq dataset, FANSe2splice were comparable to TopHat2 with higher number of single-read junctions. For the ion torrent low-input dataset, FANSe2splice detected considerably more junctions with at least 5 supporting reads than the other algorithms, indicating higher robustness in junction detection. MapSplice and STAR detected more than 50% and 30% of novel junctions that are outside of annotated gene regions with only one supporting reads, respectively (Fig. 3C), indicating that these identifications may be suspicious. Moreover, many of the Tophat2/Mapsplice2/HISAT2/STAR solely detected novel junctions are identical to the known junctions in known genes (Supplementary Table S1).

### FANSe2splice detected junctions are experimentally verifiable

It is often difficult to validate the sequencing results for low-input RNA-seq, since all materials are used in the sequencing. Therefore, the robustness and accuracy of the splice junction detection is essential. In this study, we had the chance to validate the splice junctions with bulk mRNA of the two cell lines using RT-PCR. We compared the splice junctions identified by FANSe2splice versus the other three splice mappers, respectively. In all four comparisons, most of the junctions were detected by both algorithms, suggesting correct identifications. The junctions solely detected by one algorithm were subjected to experimental validation. To avoid subjective bias, junctions solely detected by one algorithm were sorted in descending order according to their supportive read counts. We tested the top 5~10 known and novel junctions, which are not identical to any known junctions in known genes. All junctions with less than 5 supportive reads were discarded.

RT-PCR experiments validated 80%~100% known junctions and 60%~100% of novel junctions solely detected by FANSe2splice, while validated only a small fraction of the junctions solely detected by the other three algorithms, for both cell lines (Fig. 4). Complete experimental evidences for all RT-PCR validations are listed in Supplementary Figs S3~S6.

**Figure 4:**
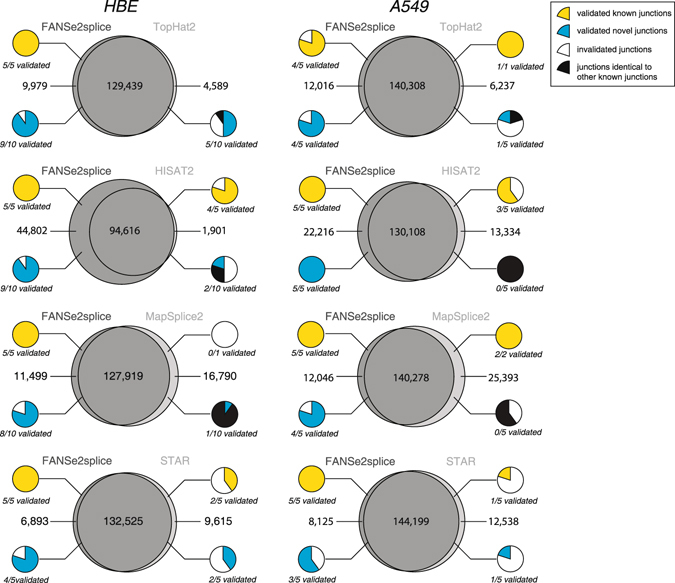
RT-PCR validation of the splice junctions solely detected by one algorithm using bulk mRNA. Comparison of the splice junctions detected by FANSe2splice versus TopHat2, HISAT2, MapSplice2 and STAR, for HBE and A549 cell lines, respectively. The junctions solely detected by one algorithm were tested by RT-PCR. Small pie charts denote the fraction of validated known junctions (yellow) and novel junctions (cyan). The junctions identical to other known junctions were marked as black. Complete experimental evidences for all RT-PCR validations are listed in Supplementary Figs S3–S6. Please see main text for more details.

As examples, the RT-PCR results resolved in agarose gel electrophoresis for the junctions solely detected by FANSe2splice versus MapSplice2 are shown in Fig. 5A (known junctions) and Fig. 5B (novel junctions). We further performed Sanger sequencing for all 8 novel junctions solely identified by FANSe2splice in Fig. 5B. All junctions including the junction borders were successfully validated (Fig. 5C), which further consolidated the experimental verifiability of our FANSe2splice algorithm. To be noted, the single-nucleotide polymorphisms (SNPs) in the tested samples (junc40 and junc46) did not confuse the FANSe2splice, even in the case where the SNP is very close to the junction site (junc46), showing its error-tolerance that facilitates the error-prone or SNP-rich sequencing reads. In sum, these results showed that FANSe2splice provides very low false positive rates in detecting splice junctions.

**Figure 5:**
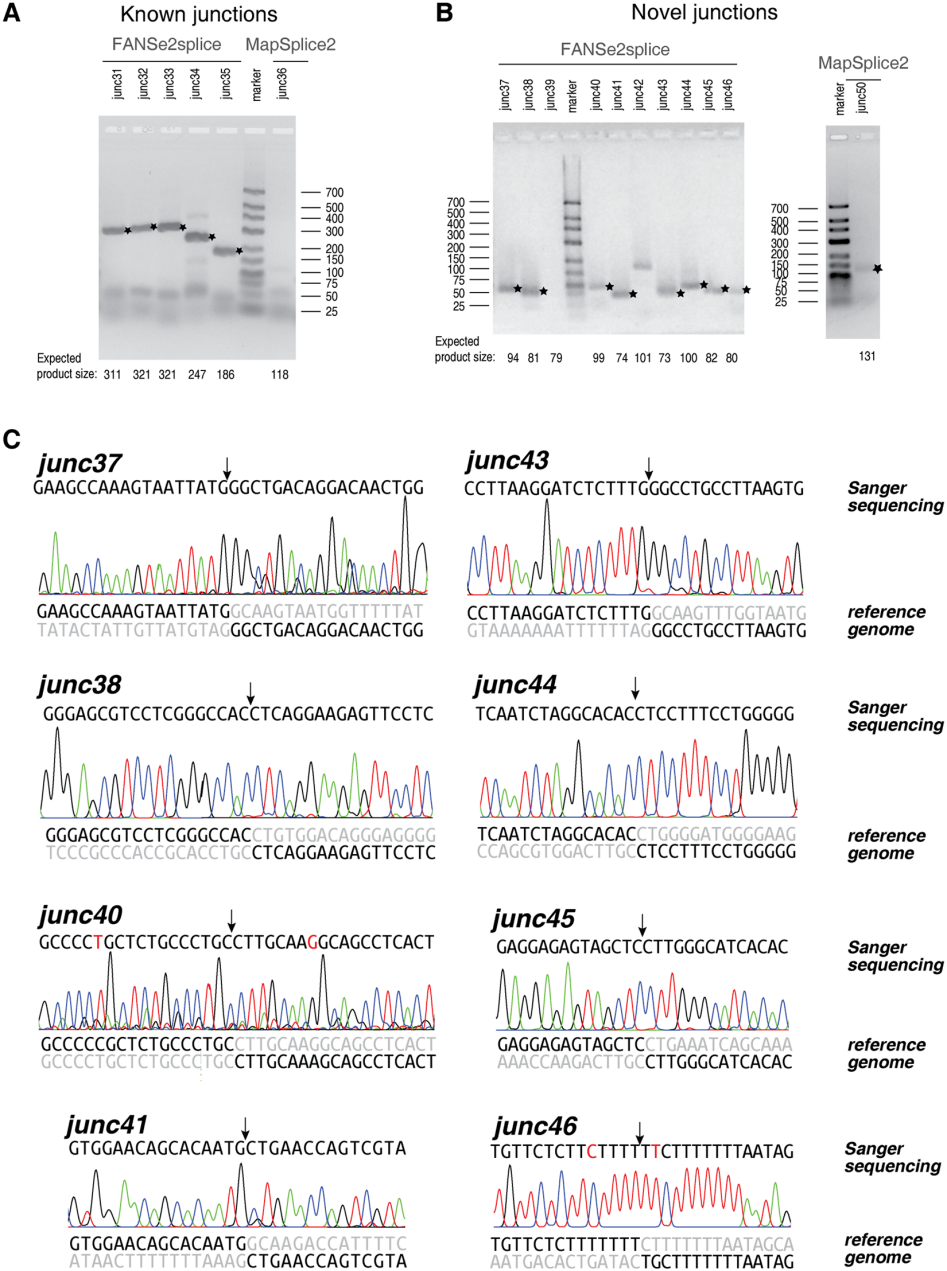
Detailed RT-PCR and Sanger sequencing results of splice junctions solely detected by FANSe2splice versus MapSplice2. (**A**,**B**) RT-PCR validation of the FANSe2splice and MapSplice2 solely detected junctions in HBE, as an example: (**A**) for known junctions and (**B**) for novel junctions. The bands with the expected product sizes were marked with stars. (**C**) Sanger sequencing validation of all 8 novel junctions solely detected by FANSe2splice in (**B**) panel. The arrows indicated the splice site. The exon sequences in the reference genome were shown in black, and the intron sequences were shown in grey. SNPs are marked as red in the sanger sequencing results.

### Ion torrent LIEA RNA-seq facilitates the low-abundance splice junction detection

The high accuracy and experimental verifiability of FANSe2splice unleashes the power of low bias and relatively longer read length of ion torrent LIEA RNA-seq. With only half of the mappable reads, the ion torrent LIEA approach identified most of the junctions detected by Illumina bulk mRNA-seq. In addition, ion torrent LIEA method solely identified 11,925 junctions which the Illumina bulk mRNA-seq failed to detect. Over 90% of these splice junctions are lowly expressed junctions (1~4 supporting reads, Fig. 6A). RT-PCR validated all 5 randomly selected such junctions (Fig. 6B and supplementary Table S2). This indicated that ion torrent LIEA RNA-seq leads to lower bias due to the random fragmentation and lack of pre-amplification, and thus provides advantage on detecting lowly expressed splice variants.

**Figure 6:**
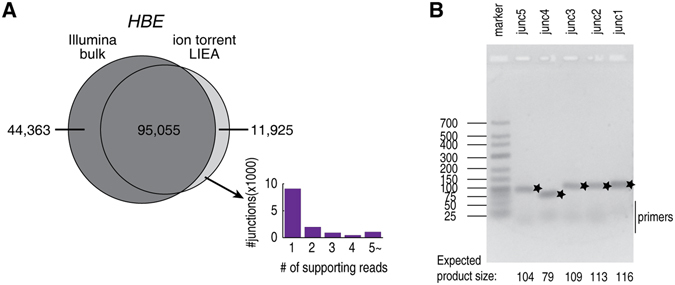
Junctions detected by ion torrent LIEA RNA-seq. (**A**) The Venn diagram of the junctions detected by Illumina bulk mRNA-seq and ion torrent LIEA RNA-seq using the algorithm FANSe2splice. The distribution of the supporting reads of the junctions that solely identified by ion torrent LIEA method. (**B**) RT-PCR validation of mRNAs that were solely detected by ion torrent low-input method, not by the Illumina bulk mRNA-seq. The bands with the expected product sizes were marked with stars. For details, please refer to Supplementary Table S2.

## Discussion

It is intriguing that with much lower input material and much lower mappable reads, our ion torrent LIEA strategy showed comparable results to the normal input Illumina dataset on both quantitation and splice junction identification. One major reason is the bias-free emulsion PCR (Fig. 1A) that decreases the read counts of the highly-expressed genes, which are usually more efficiently amplified in library construction. FANSe2splice runs at a reasonable speed even on a normal desktop workstation, in sharp contrast to STAR, which requires huge amount of RAM (Supplementary Fig. S7). To be noted, our accurate and experimental verifiable algorithm compensated the higher error rate and lower throughput. It runs more efficiently than all four other algorithms when processing the error-prone ion torrent reads (Supplementary Fig. S7B). Ion torrent LIEA method does not require additional reagents or customized oligonucleotides and the process can be directly integrated into the standard Ion Torrent sequencing protocols, making such a low-input approach easy to handle and cost-efficient. Moreover, unlike the Smart-seq2 strategy that relies on the poly-dT reverse transcription, our method uses the random fragmentation of the RNA (Fig. 1A), which can be also expanded for low-input polyA- lncRNA sequencing applications. In sum, our strategy provides new possibility to the biological investigations with limited starting materials.

## Materials and Methods

### RNA extraction

Total RNA of HBE and A549 cells were extracted using Trizol reagent as described before^10^. PolyA + mRNA was extracted from total RNA using RNA purification beads (Illumina)^10^.

HBE cells were counted using Millipore Scepter cell counter and diluted to obtain 200 random cells out of the population. To extract RNA from 200 cells, 300 μl Trizol was used with great cautious pipetting to minimize the volume for higher concentration.

### mRNA-seq

For ion torrent low-input method, the library construction was performed using Ion Total RNA-seq Kit v2 (Life Technologies) with minor modifications to the manufacturer’s standard protocol. In brief, mRNA was fragmented using RNase III for 2 min. The fragmented mRNA was blindly processed further without quantification to minimize loss. The cDNA library was amplified for 18 cycles. The entire amplified library was directly and blindly applied to the template preparation using PI Template OT2 200 Kit (Life Technologies) on an Ion OneTouch2 system. The positive template beads were enriched on the Ion OneTouch ES instrument. Each sample was sequenced on Ion Proton semiconductor sequencer using an PI chip. Raw reads were deposited to Gene Expression Omnibus (accession: GSE87660). Reads longer than 42 nt (the length of three seeds in FANSe2splice) with Phred score higher than 10 were kept for analyses.

For Smart-seq2 method, 10pmol anchored oligo-dT primer (5′-AAGCAGTGGTATCAACGCAGAGTACT30VN-3′) and 1 μl dNTP mix were added into the starting mRNA. The mixture was denatured at 72 °C for 3 min and put on ice. First-strand cDNA was synthesized using Superscript II Reverse-Transcription Kit (Invitrogen) including 10 pmol TSO (5′-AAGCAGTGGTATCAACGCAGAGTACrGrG + G-3′). Reverse transcription was performed as 42 °C 90 min, (50 °C 2 min, 42 °C 2 min) for 10 cycles, and 70 °C 15 min. After reverse transcription, 13 μl KAPA HiFi Hotstart Ready Mix (KAPA Biosystems) and 10 pmol ISPCR primer (5′-AAGCAGTGGTATCAACGCAGAGT-3′) were added into the mixture and PCR amplified for 18 cycles. The amplified product was subjected to DNA library construction using NEBNext Ultra DNA Library Prep Kit for Illumina (New England Biolabs). Sequencing was performed on an Illumina HiSeq 4000 sequencer. Reads that passed the Illumina filter were subjected to subsequent analyses. Raw reads were deposited to Gene Expression Omnibus (accession: GSE87660). Since the ion torrent sequencer can only produce single-end reads, the Illumina sequencer was set to single-end mode as well for consistency.

Illumina Bulk mRNA-seq datasets for HBE and A549 cells were done before^10^ (GEO database accession GSE42006).

Human reference genome hg19 (downloaded from UCSC Genome Browser) was used for spliced mapping. NCBI RefSeq-RNA reference sequences (accessed on June 2^nd^, 2014) was used for known RNA annotation. For gene expression quantification, splice variants were merged, and the genes with at least 10 mapped reads were considered as quantified genes^16^.

### Design of FANSe2splice

FANSe2splice is a spliced mapping algorithm based on our accurate and error-tolerant FANSe2 to search for splice junctions. It contains the following steps (Fig. 7):

**Figure 7:**
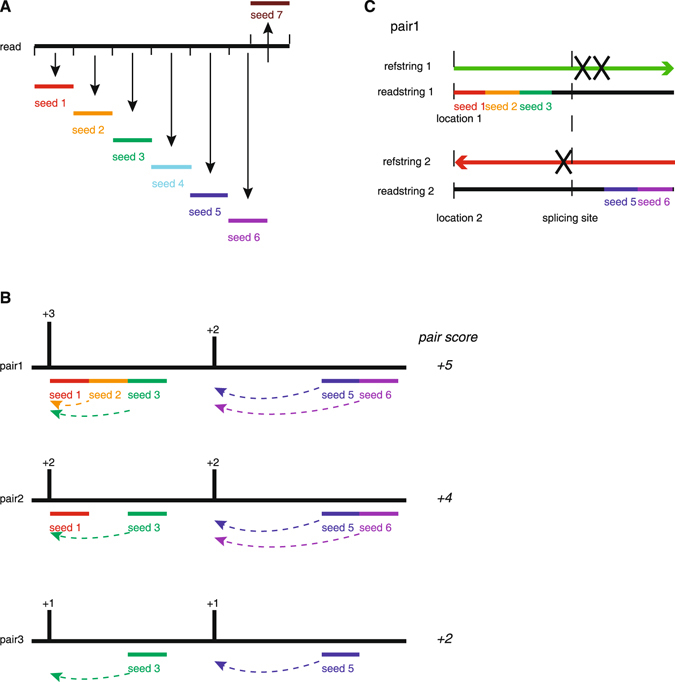
Principle of FANSe2splice algorithm. (**A**) A read is split into consecutive seeds, exactly as the principle in FANSe2. (**B**) Hotspot pairs were generated while seeds were perfectly aligned to the reference genome. The hotspot pair scores are summed up by counting the number of seeds. (**C**) Hotspot pairs are then examined according to the descending order of scores. Examine each hotspot pair to find the best hotspot and determine the position of the splice site.

Step 1. Map reads to the known mRNA reference sequence in an unspliced way using FANSe2 if the genome annotation file is provided. Transcriptome reference sequences are constructed according to the provided gtf/gff file. As the mature mRNA transcripts have already included splice junctions, simple alignment is sufficient to identify the known splice junctions.

Step 2. The unmapped reads are then aligned to the genome reference sequence in an unspliced way by FANSe2. If the genome annotation file is not provided, the task will start at this step to map all reads to the genome reference sequence.

Step 3. The remaining reads from step 2 are considered to contain novel splice junctions. FANSe2Splice splits read into non-overlapping seeds (except the last one in case the read length cannot be divided evenly by seed length) to make full use of the entire read. This design is similar to that in FANSe2^7^ (Fig. 7A).

Step 4. Find the exact matches of the seed in the reference genome and merge the adjacent matches into hotspots. One read is assumed to generate severe paired hotspots. All possible combinations of hotspot pairs within a given range (set by user) are identified. FANSe2Splice then calculates the scores of the hotspot pairs according to the sum of the hotspot scores (Fig. 7B).

Step 5. The hotspot pairs with higher scores are examined in priority. The unmapped seed, in which the splice junction is assumed to be existed, is aligned carefully from two directions to determine the best position of the splice site (Fig. 7C). This search is also guided by the detection of known junction signals (GT-AG, GC-AG, and AT-AC). Only uniquely mapped reads here were used to identify splice junctions.

FANSe2Splice can be freely downloaded at http://bioinformatics.jnu.edu.cn/software/fanse2splice.

**Parameter settings for mapping algorithms**

For mRNA quantification (using the algorithm FANSe2):

Illumina datasets: -E2 -S14 -I1 -M1 -B1 -U0 -Y1 -A0

Ion torrent Proton datasets: -E3 -S14 -I1 -M1 -B1 -U0 -Y1 -A0

For splice junction detection (using GTF annotation file):

FANSe2splice: -E 5 -N 50 -X 500000

TopHat2: -i 50 -I 500000

MapSplice: -i 50 -I 500000

HISAT: –min-intronlen 50 –max-intronlen 500000

STAR: –outFilterType BySJout –outFilterIntronMotifs RemoveNoncanonical –outFilterMultimapNmax 1 –alignIntronMin 50 –alignIntronMax 500000

Software version:

TopHat2: v2.0.13

MapSplice: v2.1.8

HISAT: 2.0.0-beta

STAR: 2.5.2b

### RT-PCR validation of mapping results for RNA-seq

The splice results were compared from FANSe2splice to TopHat2, MapSplice2, HISAT2 and STAR, then the lists of splice junctions that one program can find while the other one cannot will be generated. There are eight lists, two lists are junction splices that were solely identified by FANSe2Splice or TopHat2, two lists are junction splices that were solely identified by FANSe2Splice or MapSplice2, two lists are junction splices that were solely identified by FANSe2Splice or HISAT2 and two lists are junction splices that were solely identified by FANSe2Splice or STAR. And those splice results were split into known junctions and novel junctions according to whether the splice junctions had been annotated or not.

In HBE sample, top five known junctions and top ten/top five novel junctions were selected, while in A549 sample, top five known junctions and top five novel junctions were selected. The selected junctions would be next experimental validation.

Total RNA was isolated by TRIzol Reagent (Invitrogen) respectively from HBE and A549, and then was treated by RNase-free DNase I (Fermentas). After extracted by TRIzol Reagent (Invitrogen), total RNA was reverse-transcribed to generate cDNA by RevertAid Premium Reverse Transcriptase (Fermentas).

We perform PCR to validate the lists of junction splices by using splice-specific primers and DreamTaq Green Mix (Fermentas). The splice-specific primers were designed by the online tool NCBI PrimerBLAST (http://www.ncbi.nlm.nih.gov/tools/primer-blast/, Supplementary Tables S1 and S2). The PCR reaction was set as 95 °C denaturation for 30 seconds, 55 °C annealing for 30 seconds, and 72 °C elongation for 30 sec (amplicon size <500 bp) or 1 min (amplicon size < 1000 bp). 38 PCR cycles were performed for each reaction. The PCR products were electrophoresed on the 2.7~3% agarose gels and visualized by SybrGreen staining. If necessary, the PCR products were subjected to capillary Sanger sequencing for validation.

## Electronic supplementary material

Supplementary Materials

Supplementary Table S1

# Supplementary material for: Low-cost, Low-bias and Low-input RNA-seq with High Experimental Verifiability based on Semiconductor Sequencing
**Source:** Sci Rep. 2017 Apr 21;7:1053. doi: 10.1038/s41598-017-01165-w
**Supplement:** Supplementary file 1 — Supplementary Materials

# Low-cost, Low-bias and Low-input RNA-seq with High Experimental Verifiability based on Semiconductor Sequencing

Zhibiao Mai, Chuanle Xiao, Jingjie Jin, Gong Zhang \*

## SUPPLEMENTARY MATERIALS

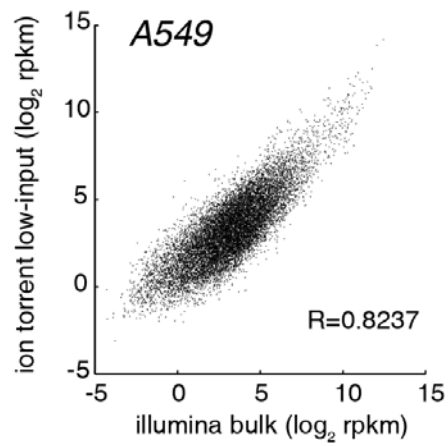

**Supplementary Fig. S1:** Comparison of the gene expression of A549 mRNA using ion torrent LIEA method and Illumina bulk mRNA-seq. Similar to Fig. 1F.

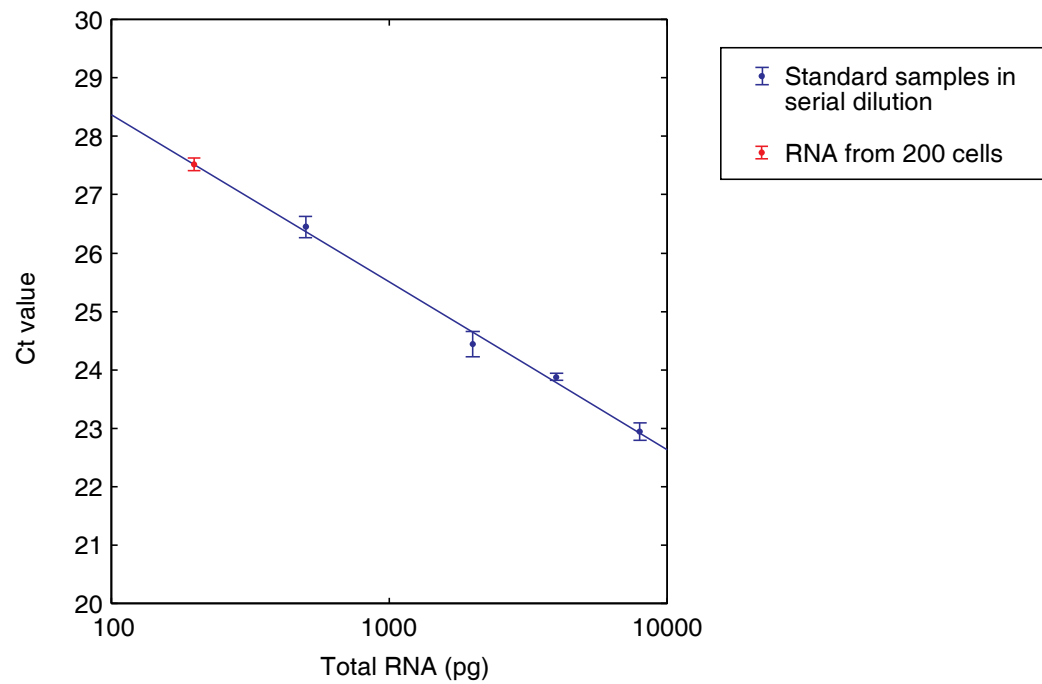

**Supplementary Fig. S2:** qRT-PCR of RPS3A gene (RefSeq-ID: NM\_001006) gene using bulk total RNA and the total RNA isolated from 200 cells. The PCR primers were junc141 (Supplementary Table S1). Bulk total RNA from HBE cells were quantified and serial diluted as standard samples (blue dots, represented as mean  $\pm$  SD). The standard curve was deduced using linear regression (blue line). The total RNA from 200 HBE cells yielded Ct value of  $27.52 \pm 0.11$  (red dot), corresponding to approximately  $198 \pm 15$  pg.

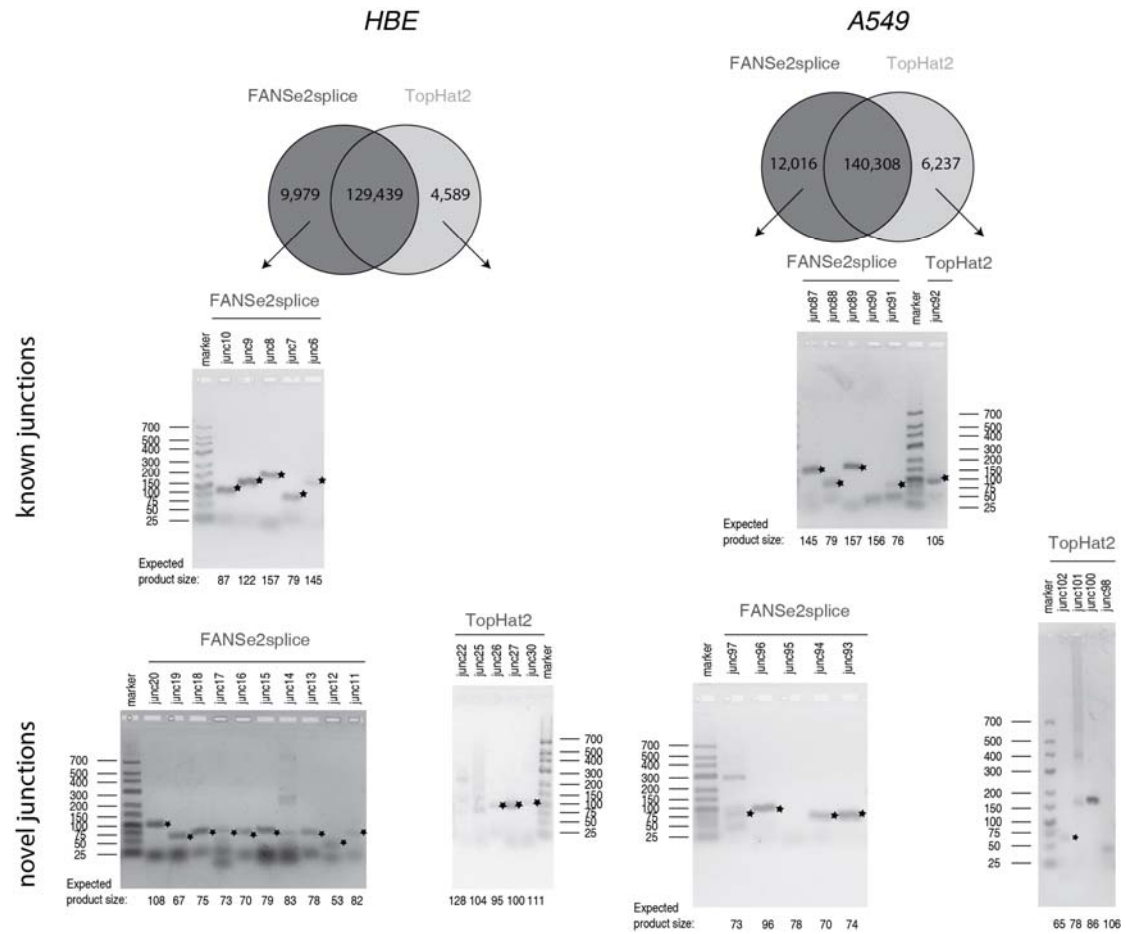

**Supplementary Fig. S3:** Experimental validation of the splice junctions solely detected by FANSe2splice and TopHat2 in two cell lines, respectively. Validation were performed for the known junctions and novel junctions, respectively, and according to the number of supporting reads in descending order. Detailed junction coordinates, supporting read counts and primer sequences were listed in Supplementary Table S1. The “novel” junctions which are identical to the known junctions in known genes are neglected (see details in Supplementary Table S1).

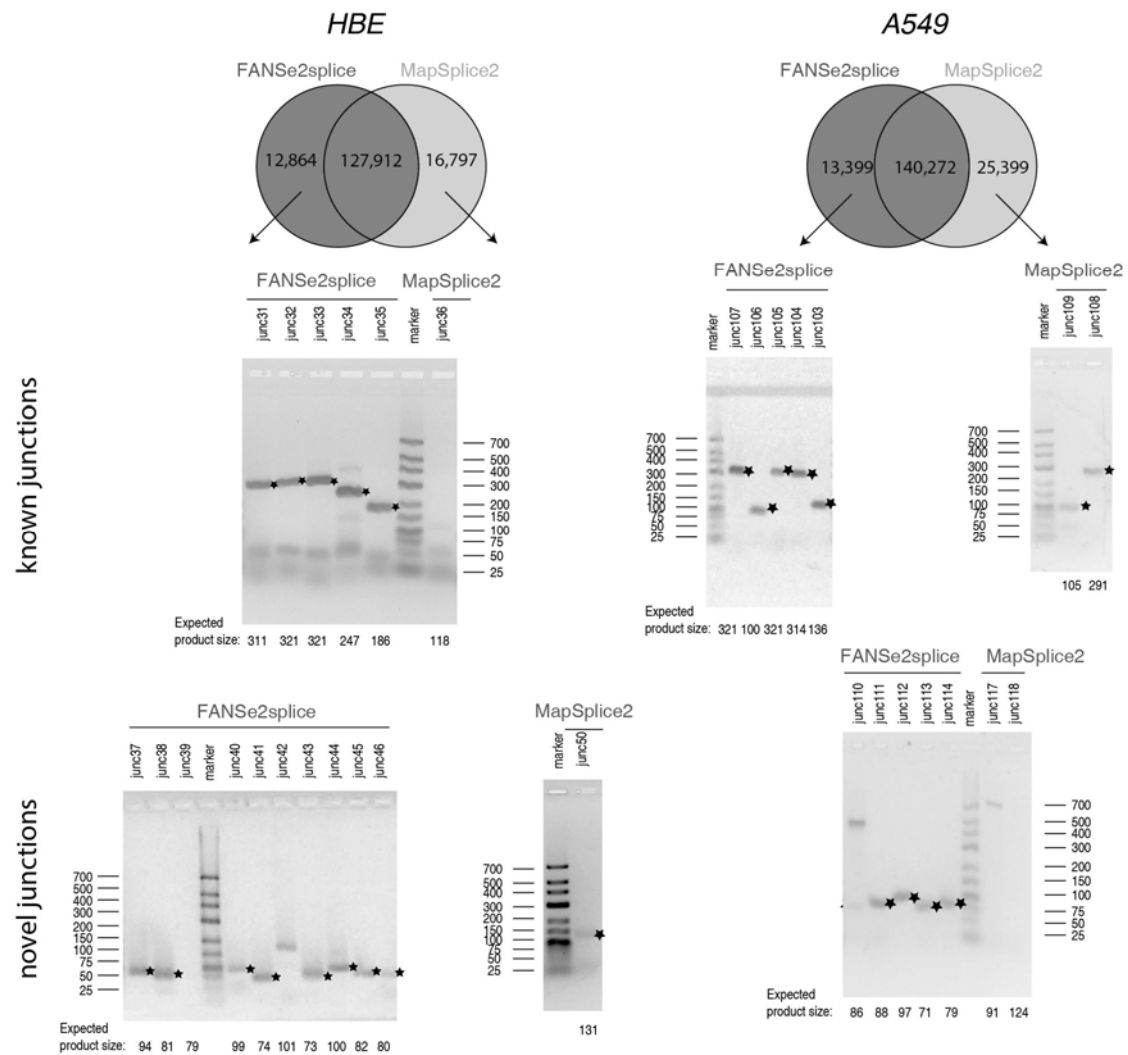

**Supplementary Fig. S4:** Experimental validation of the splice junctions solely detected by FANSe2splice and MapSplice2 in two cell lines, respectively. Validation were performed for the known junctions and novel junctions, respectively, and according to the number of supporting reads in descending order. Detailed junction coordinates, supporting read counts and primer sequences were listed in Supplementary Table S1. The “novel” junctions which are identical to the known junctions in known genes are neglected (see details in Supplementary Table S1).

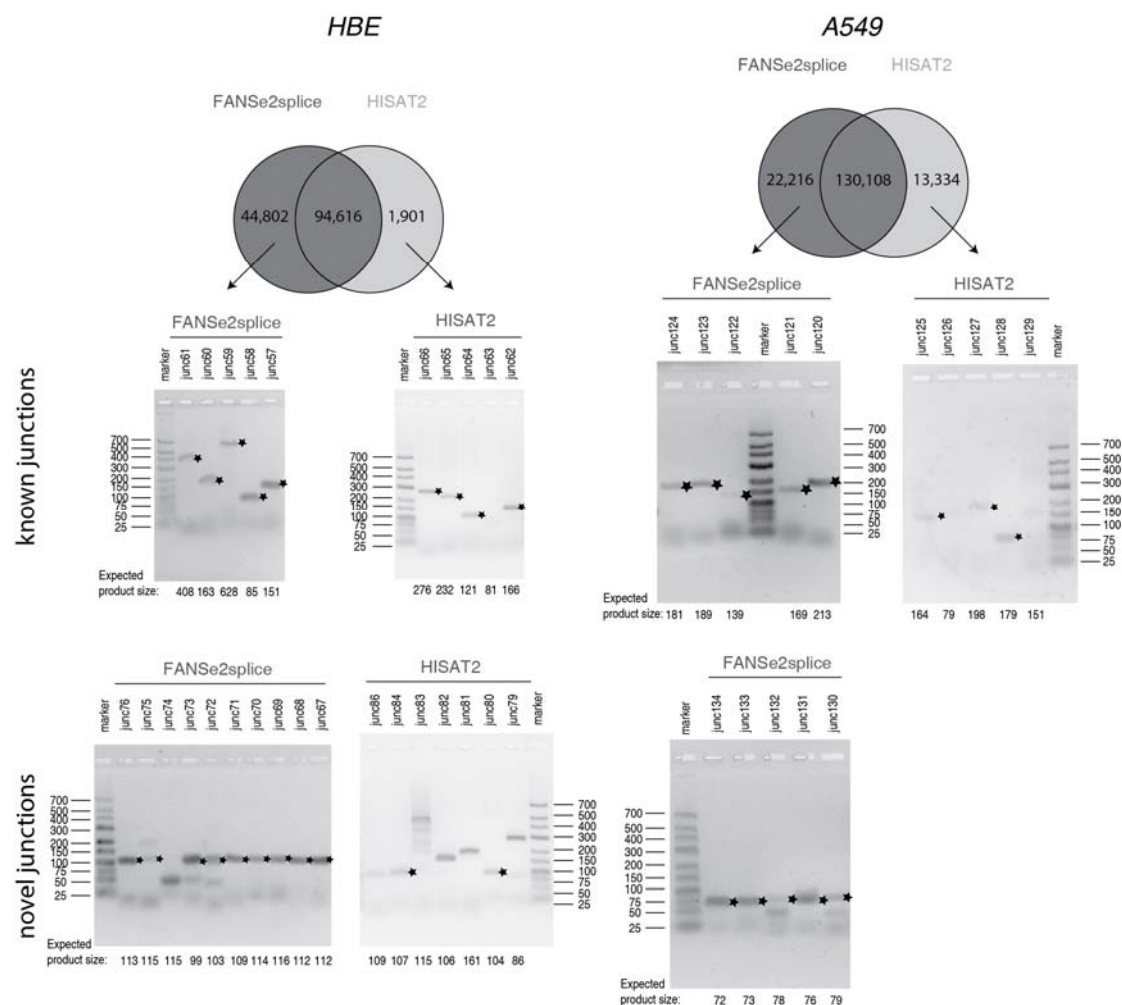

**Supplementary Fig. S5:** Experimental validation of the splice junctions solely detected by FANSe2splice and HISAT2 in two cell lines, respectively. Validation were performed for the known junctions and novel junctions, respectively, and according to the number of supporting reads in descending order. Detailed junction coordinates, supporting read counts and primer sequences were listed in Supplementary Table S1. The “novel” junctions which are identical to the known junctions in known genes are neglected (see details in Supplementary Table S1).

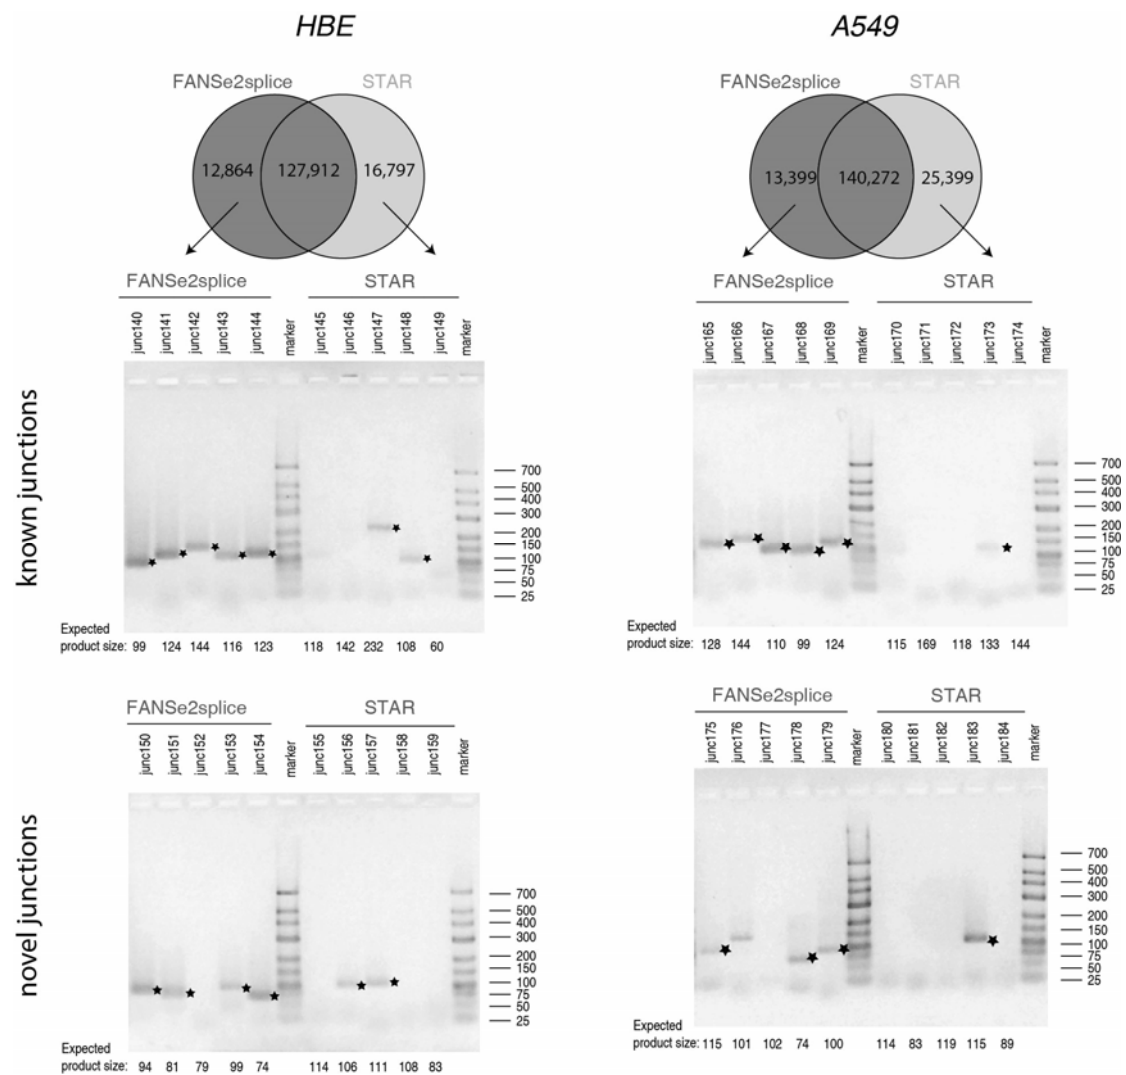

**Supplementary Fig. S6:** Experimental validation of the splice junctions solely detected by FANSe2splice and STAR in two cell lines, respectively. Validation were performed for the known junctions and novel junctions, respectively, and according to the number of supporting reads in descending order. Detailed junction coordinates, supporting read counts and primer sequences were listed in Supplementary Table S1. The “novel” junctions which are identical to the known junctions in known genes are neglected (see details in Supplementary Table S1).

## A illumina bulk

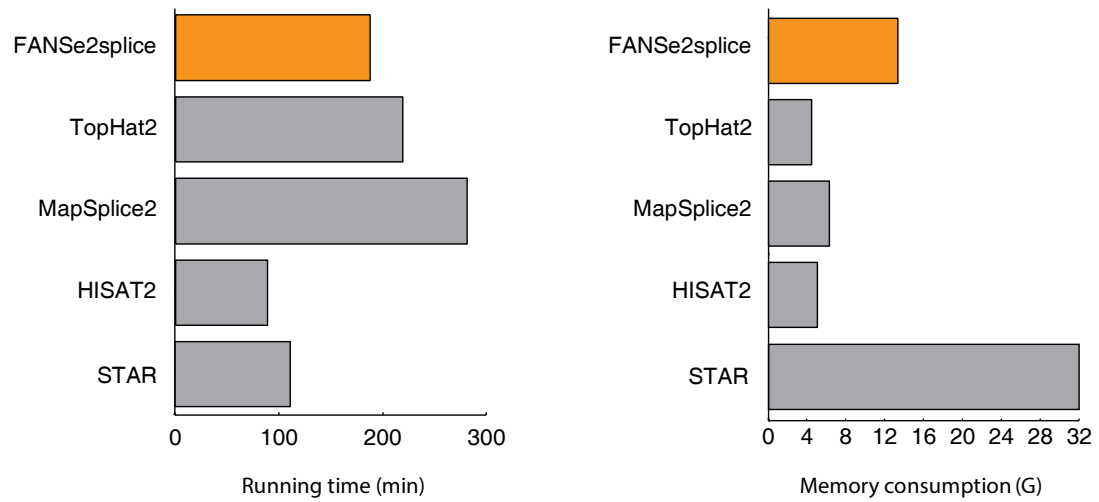

## B ion torrent LIEA

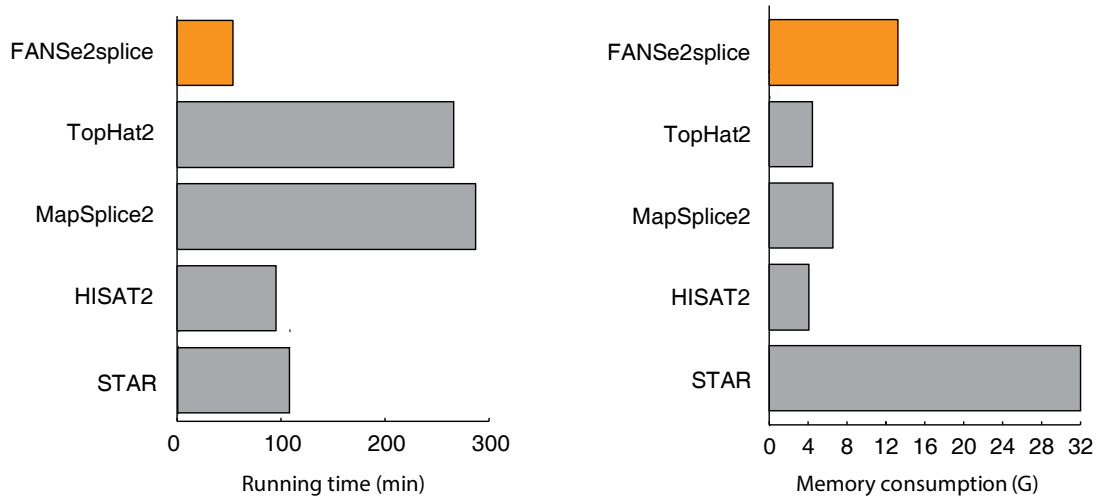

**Supplementary Fig. S7:** Speed and scalability of the tested algorithms. Running time and memory consumption to process the Illumina bulk mRNA-seq dataset (A) and ion torrent LIEA dataset (B) of the four tested algorithms (except STAR) are recorded on a workstation with dual Intel Xeon X5650 CPUs and 16GB RAM installed. STAR crashed with 16GB and 32GB RAM and ran smoothly with 64GB RAM.

Table S2. RT-PCR validation of randomly selected five splice junctions that are solely identified in HBE mRNA-seq ion torrent dataset (see Fig. 6B).

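The table lists the intron sites of 5 junctions on hg19, the number of reads that cross each in the LIEA dataset of HBE, and the outcome of RT-PCR. The paper describes the RT-PCR primers as specific to the splice. Primer pairs are listed for junc1, junc2, junc4 and junc5, and none is listed for junc3. The genes at the sites were looked up in the GENCODE annotation of the same build. The sites of junc2, on chromosome 15 at 72502200 and 72502690, lie in PKM, which runs from 72491370 to 72524160 on the minus strand. The sites of junc4, on chromosome 20 at 60962441 and 60962665, lie in RPS21, which runs from 60962159 to 60963576 on the plus strand. The left sites of junc1 and junc3, on chromosome 12 at 49522547 and 49522357, lie in exons of TUBA1B, and their right sites, at 49579601 and 49579411, lie in exons of TUBA1A. All 4 of these sites also lie within TUBA1B-AS1, a long non-coding RNA gene annotated on the other strand from 49521565 to 49582267, the left sites in an exon and the right sites in an intron. The left site of junc5, on chromosome 22 at 24309666, lies in an exon of DDTL, and its right site, at 24373704, lies in an annotated pseudogene. The left site of junc5 also lies in an intron of a long non-coding RNA gene on the other strand, from 24237098 to 24316628. Of the 30 bases after each site, 29 were identical between the sites of junc1, 30 between those of junc3 and 30 between those of junc5, against 10 for junc2 and 11 for junc4. Each count is the highest over small shifts of the right site. The gene values of the 3 libraries carry no junction reads. In LIEA of HBE, the log2 rpkM of PKM was 10.13, of TUBA1B 9.79, of RPS21 9.91, of TUBA1A 8.87 and of DDTL 4.70.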

| Junction name | Chromosome | Intron left site | Intron right site | Read count | Validated |
|---------------|------------|------------------|-------------------|------------|-----------|
| junc1         | chr12      | 49522547         | 49579601          | 19         | Yes       |
| junc2         | chr15      | 72502200         | 72502690          | 12         | Yes       |
| junc3         | chr12      | 49522357         | 49579411          | 9          | Yes       |
| junc4         | chr20      | 60962441         | 60962665          | 8          | Yes       |
| junc5         | chr22      | 24309666         | 24373704          | 6          | Yes       |

  

| Junction name | Forward primer (5'-3') | Reverse primer (5'-3') | Expected product size (nt) |
|---------------|------------------------|------------------------|----------------------------|
| junc1         | CCTCGCTGCTCATGGAAC     | GGATGGAGTTGTAGGGTCAAC  | 116                        |
| junc2         | AACTGGGCTCATCAAGGAGC   | CCACAGGATGTTCTCGTCAC   | 113                        |
| junc4         | TACGTGCCGCGGAAAGCTC    | TCGGCCACGTTTCATCTGGAT  | 79                         |
| junc5         | CGTGAACGTGACGGTACG     | TCGGCGGTGCCCATACG      | 104                        |

How the deposited data were processed for this re-analysis (not part of the article)

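The data are gene expression values of 3 libraries, LIEA of HBE, LIEA of A549 and Smart-seq2 of HBE, with 1 library per condition. The authors kept Ion Torrent reads of sufficient length and quality, mapped reads with FANSe2 to RefSeq-RNA with a larger error allowance for Ion Torrent than for Illumina reads, merged the splice variants of a gene, and deposited log2 rpkM per gene. No pseudocount had been added, genes without reads are not listed, and genes below 10 reads are listed. The design written beforehand assumed reads and rpkM; as the values are log2 rpkM, rpkM was taken as the power of 2 and the reads were recovered.

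For recovery, the ratio of totals between libraries was taken from the most frequent ratio of values, which arises where genes have equal reads, and the total was the largest whole number at which more than 70% of 300 genes gave whole transcript lengths. At the chosen total, 87.3% of these genes did. The 3 totals were 4605855, 4154060 and 9845150. The reads and length of a gene share an unknown whole factor, which was set to the most probable one from 1 to 12, given the transcript lengths of the annotation. The factor was above 1 for 1922 of 18856 genes. The recovered reads sum to 101% of the total in each library, where a perfect recovery would give at most 100%, so some factors are too large. The method was tested on simulated data made from the recovered lengths and reads. The share of genes required for the total was lowered, and their number raised, after the first simulation gave wrong totals. The method then recovered all 3 totals in that simulation, and also in 5 of 5 further simulations that had not been used while it was written. In the first, it recovered the length up to a whole factor for 99.98% of genes and the exact reads for 95.9%. The recovery was designed after the data were seen, and while it was written the gene counts under several rules for the factor were looked at beside those of the paper's Fig. 1E. The closeness of the gene counts to the paper's is therefore not an independent check of the recovery. Taking the smallest whole reads, an alternative chosen after seeing the data, gave 12252 quantified genes in LIEA of HBE, 12841 in Smart-seq2 and 11666 shared. In each library, 4 rows whose gene names had been turned into dates and occurred more than once were left out.

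Genes with at least 10 reads were counted as quantified. Smart-seq2 reads were thinned to the LIEA total by binomial draws, 100 times with a fixed seed. Intervals are at the 95% level, by Wilson's method for shares, by 2000 resamples of genes for means, by order statistics for medians, by 1000 resamples of genes for correlations and by 500 for Spearman's rho. They describe genes or reads within a library. Shares on the genes with most reads are relative to the total. GC content came from GENCODE release 44 transcripts on GRCh37, for the RefSeq genes with a transcript, and 96.7% of the listed genes matched the annotation by current or older symbol. The slope of the fraction detected on GC bin was tested with 100000 permutations of the bins, and the difference of slopes with all exchanges of the method labels within bins, whose smallest p is 0.00195 for 10 bins and 0.0625 for 5 bins. The slope and thinning steps were tested on simulated data: a true slope of -0.012 was estimated as -0.0115, and a thinned library had 16373 genes with at least 10 reads against 16358 in one drawn at that depth. Lists of genes were compared with 10000 random lists. The log2(rpkM + 1) alternative used a pseudocount of 1.

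The named genes follow a rule written beforehand: genes the paper names, the 3 genes with the highest rpkM in each library, the 3 largest log2 ratios of LIEA to Smart-seq2 in each direction among genes with at least 100 reads in both, and genes at the junctions of Table S2. RPS3A, which the paper names, had 2256 reads (log2 rpkM 8.28) in LIEA of HBE, 1484 (7.82) in LIEA of A549 and 19998 (10.33) in Smart-seq2, a log2 ratio of LIEA to Smart-seq2 of -2.05. The highest rpkM in LIEA of A549 were FTL with 18220, MIR6723 with 14817 and GAPDH with 5785. MIR6723 ranked there on its length of 89 nt, with 5478 reads against 65922 for FTL and 35876 for GAPDH. The computations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9, pysam 0.24.0, samtools 1.23.1 and blastn 2.17.0. Alternatives were set before the data were examined, except those said to be chosen after. Read coverage along transcripts, splice junction reads, RT-PCR and the comparison with bulk mRNA-seq were not analysed here.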

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

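All results in this part come from single libraries. The test of sequence identity was written before its result was seen, and the other tests were chosen after the result was seen.

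Genes of the MTRNR2L family, which the paper does not discuss, held 3.84% of the mapped reads in Smart-seq2 of HBE (95% Wilson interval 3.83 to 3.85), 0.131% in LIEA of HBE (0.128 to 0.134) and 0.623% in LIEA of A549 (0.615 to 0.630). These shares lie far above the smallest that the depth can show. The largest member, MTRNR2L2, had 222520 reads in Smart-seq2 and 3501 in LIEA of HBE. The MTRNR2L genes are named for their similarity to MT-RNR2, the mitochondrial 16S rRNA, so a candidate explanation is that reads of this rRNA were counted on its nuclear copies. The 4 members with an annotated transcript were aligned to MT-RNR2. The highest identity was 88.6% and the lowest 80.5%, below the 90% written beforehand as the level for this explanation. The members with most reads, MTRNR2L2 and MTRNR2L8, have no transcript in the annotation used, so the explanation remains open. It cannot be told apart from a difference between the library preparations. The cell line is the same for the HBE libraries, so it does not account for the difference between the methods. The difference between A549 and HBE by LIEA has no replicate check.

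In the Smart-seq2 library these genes also weigh on the mean rpkM. Without them, and with the other rpkM values left as they were, 84.0% of the difference between the Smart-seq2 and LIEA means was gone at full depth. Among the genes quantified in both HBE libraries, 55.1% of the difference was gone, and with Smart-seq2 thinned to the LIEA total 43.5%. These percentages are too high as shares of the difference, because the rpkM values kept totals that still count the MTRNR2L reads. Totals without those reads would raise the Smart-seq2 mean more than the LIEA mean. The MTRNR2L genes may therefore account for part of the higher mean. How large that part is depends on the depth, the genes compared and the totals used.

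For LIEA of A549, the paper reports an overall comparison of gene expression with bulk mRNA-seq and names no single gene of it. The gene with the highest rpkM there, FTL, had 15869 reads per 1000000 mapped reads in LIEA of A549 and 1240 in LIEA of HBE, a log2 ratio of 3.68. In HBE, the log2 ratio of LIEA to Smart-seq2 for FTL was -0.17. This ratio cannot test the difference between A549 and HBE, because both of those libraries were made by LIEA. Reads shared with FTL pseudogenes were not tested, and without replicates a difference between the cell lines cannot be told apart from a difference between 2 libraries.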

How the results depend on the processing

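No paired analysis was possible because each condition has 1 library and no replicate numbers are shared. For the same reason no replicate was left out. Alternatives were set before the data were examined, except the smallest whole reads, the removal of the MTRNR2L genes (alone, at matched depth or among shared genes), 20 reads at matched depth and the permutation of the difference over bins, which were chosen after seeing the data. A count of genes was held to 1.5 times the main count, a value without a test to the 95% interval of the main value, and a value with a test to its sign and its side of an unadjusted p of 0.05. Of the 75 values computed under an alternative, 41 stayed within these limits, which does not mean that they were unchanged. Among the 41 is the slope of the GC difference with 5-point bins (exact permutation test, p = 0.375). The smallest p of that test is 0.0625, so its side of 0.05 was fixed beforehand. The limits are wide for counts and narrow for shares of reads. Outside them, 27 values without a test left their interval, 3 kept their sign and no longer had an unadjusted p under 0.05, 2 kept their sign and newly had one, and 2 changed sign, of which 1 newly had one. These p are unadjusted, and the LIEA slope had not passed after adjustment (permutation test, adjusted p = 0.0936). The cause was not tested, unless a value is given.

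The numbers of quantified and shared genes stayed within 1.5 times the main count in all alternatives that were run. The order of the methods changed with the criterion, since with rpkM above 1 LIEA had 12107 genes and Smart-seq2 11378. At matched depth, LIEA had more genes than Smart-seq2 with a criterion of 10 reads and also with 20 reads, where the thinned Smart-seq2 library had 10596 genes and LIEA 11235.

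The median rpkM of LIEA was above that of Smart-seq2 in every alternative, although the values moved. With genes quantified in both libraries the medians were 10.3 and 8.78, with at least 20 reads 11.1 and 8.63, and rescaled to a sum of 1000000 (TPM) 22.9 and 14.7. With Smart-seq2 thinned, its median was 8.76, so part of the gap in medians goes with depth. The mean was higher in Smart-seq2 in the alternatives on the rpkM scale. It was 37.01 in LIEA with at least 20 reads, and 24.02 in LIEA and 25.4 in Smart-seq2 without the 100 genes with the highest rpkM. Rescaled to a sum of 1000000, the means were 80.5 in LIEA and 76.8 in Smart-seq2, so their order changed. On that scale the mean is set by the number of quantified genes, so this alternative says little about bias.

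The share of reads was 5.79% in LIEA and 8.99% in Smart-seq2 on 10 genes, and 18.71% and 23.87% among genes quantified in both. Without the MTRNR2L genes it was 21.4% in Smart-seq2.

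The GC slopes of LIEA and of Smart-seq2 depended on the choices. All slopes are per 2.5 points of GC content, also with 5-point bins. In LIEA the slope of 0.0113 (permutation test, unadjusted p = 0.0312) was no longer under an unadjusted p of 0.05 with 5-point bins (0.00766, permutation test, p = 0.433), with detection at 10 or more reads (0.00889, p = 0.0920) and with protein-coding genes only (0.000358, p = 0.883). With the mean GC content over the transcripts of a gene it was steeper (0.0132, permutation test, p = 0.00635). In Smart-seq2 the slope of 0.00233 changed sign with 5-point bins (-0.000756, permutation test, p = 0.917) and with protein-coding genes only (-0.00862, p = 0.00255). The slope of the difference kept its sign in all alternatives run. The test within bins has low power, because LIEA was higher in 9 of the 10 bins and exchanging labels turns that level into variation of the slope. It passed with detection at 10 or more reads (0.00670, exact permutation test, p = 0.0273) and when the difference itself was permuted over bins (0.00895, permutation test, p = 2e-05). The latter was chosen after the exact permutation test within bins had given p = 0.0977, so it was not a test set beforehand.

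The correlation of LIEA and Smart-seq2 was 0.778 and that of HBE and A549 by LIEA 0.822. They were 0.752 and 0.838 with at least 100 reads in both, and 0.754 and 0.811 by Spearman's rho. Without genes below rpkM 1 the correlation of the methods was 0.748. With all genes quantified in either and log2(rpkM + 1), they were 0.796 and 0.741, so their order changed. The relation of the ratio with length (rho 0.278) was 0.320 with at least 100 reads, 0.420 given GC content and 0.158 for genes shorter than 4 kb.

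With 1 library per condition, the depth bounds counting error but not the variation between libraries, so no comparison here is a test of the methods.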

Differences from the paper's values

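The GC slope of Smart-seq2 in HBE was 0.00233 per bin here, and about -0.012 in the paper's Fig. 2B, read by eye. None of the alternatives set before the data were examined closed the gap. The nearest was protein-coding genes only, with -0.00862, which has the sign of the paper's value.

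The paper states that LIEA has almost no GC bias and that Smart-seq2 is biased towards low-GC genes. Here, over all RefSeq genes, the LIEA slope was 0.0113 (permutation test, p = 0.0312, Benjamini-Hochberg adjusted p = 0.0936) and the Smart-seq2 slope was not significant (permutation test, p = 0.579). With protein-coding genes only, an alternative set before the data were examined, the LIEA slope was 0.000358 (permutation test, p = 0.883) and the Smart-seq2 slope was negative (permutation test, p = 0.00255), as the paper states. With the mean GC content over the transcripts of a gene, also set before the data were examined, the slope was 0.0132 in LIEA (permutation test, p = 0.00635) and 0.00419 in Smart-seq2 (permutation test, p = 0.247). The mapped reads, quantified genes, means and medians that the paper's text and figures give for the 2 HBE libraries were within 1.5 times of the values found here.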

Other observations

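The tests of A549 against HBE, of GC content and length taken out together, of the junction sequences and of the primers were written before their results were seen. The other tests were chosen only after the result was seen. Correlations are across genes of single libraries, and genes are not independent replicates.

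The ratio of LIEA to Smart-seq2 rpkM rose with GC content (Spearman rho 0.391, 95% interval 0.376 to 0.407 by resampling genes) and with gene length (0.278, 0.263 to 0.296). For GC content, rho was 0.360 among genes with at least 100 reads in both, and 0.493 given length, so neither low counts nor length accounts for it. For length, rho was 0.420 given GC content and 0.283 with the smallest whole reads. The ratio of A549 to HBE, both by LIEA, had a rho of 0.0359 with GC content and -0.107 with length. A pair of LIEA libraries thus showed little of either relation, and the pattern may belong to the difference between the methods. It cannot be told which of the methods deviates, since bulk mRNA-seq was not analysed here, and method and sequencing platform are not separable in this design. No biological explanation was tested, because the cell line is the same.

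The 2 methods in HBE (r = 0.778) correlated less than the 2 cell lines by LIEA (r = 0.822), except with log2(rpkM + 1) over all genes, where the order changed (0.796 and 0.741). Among genes with at least 100 reads in both, r between the methods was 0.752. That criterion narrows the range of expression, which can lower r by itself, so this r cannot exclude counting noise. For these genes the SD of the log2 ratio between the methods was 1.30, against 0.11 from counting alone. Counting error alone thus did not account for the spread between the methods in these genes. With the part of the ratio that GC content and length predict taken out (29.5% of its variance), r between the methods was 0.830. GC content and length effects could therefore account for the lower r, as a hypothesis; the correction was fitted on the same genes and so raises r in part by construction.

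The 81 ribosomal protein genes quantified by both methods had a median log2 ratio of LIEA to Smart-seq2 of 0.68, with 53 higher in LIEA and 28 higher in Smart-seq2, RPS3A among the latter. Their median was at the percentile 100 of random lists matched on length and 99.8 of lists matched on GC content, so these alone do not account for it. Reads shared with ribosomal protein pseudogenes were not tested, and without replicates no biological explanation is offered.

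In Table S2, junc1 and junc3 join exons of TUBA1B and TUBA1A at the same distance of 57054 bases, and junc5 joins DDTL and an annotated pseudogene. A candidate explanation is reads shared between near-identical paralogs, since an unspliced read of one gene would also match the junction if the sequences after both sites are alike. The paper, however, states that reads are first mapped unspliced to the transcriptome and the genome, and that only the remaining reads are searched for junctions. The explanation thus needs reads that were missed by the unspliced mapping, which was not tested because no reads were analysed here. Of the 30 bases after each site, 29 were identical for junc1, 30 for junc3 and 30 for junc5, against 10 for junc2 and 11 for junc4, which lie within PKM and RPS21. Each count is the highest over small shifts of the right site. Both sites of junc1 and of junc3 also lie within TUBA1B-AS1 on the other strand, with the right sites in its intron, and a transcript of that gene was not tested as their origin. The sequence similarity leaves this explanation open for junc1, junc3 and junc5, and does not show that it applies. A second test asked whether the listed primers of junc1 and junc5, matched exactly, give the listed product on 1 annotated transcript. The number of such transcripts was 0 for junc1 and 0 for junc5. The primers gave no product for junc2 and junc4 either, and at most 1 primer of each pair was found in any annotated transcript, so this test had little power. The RT-PCR reported in the paper was not analysed here.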
